A study of Mus musculus with 3 samples.

How the data were processed

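Hippocampal RNA of 10-month-old mice was profiled by RNA-seq in 3 samples, 1 each of WT, PS19 and PS19 Zbp1+/-. Per the labels' protocols, total RNA was extracted with TRIzol and libraries were made with an NEB Next Ultra RNA kit. The labels state no aligner, read counter, annotation release, strandedness, sequencing batch, sex or pooling of animals, and no test.

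The authors deposited 1 table of FPKM values (fragments per kilobase of gene length, scaled to library size), with 54532 genes, 1 column per sample, and the name, position, length and biotype of each gene. The unit is taken from the file's name and its values. Each FPKM multiplied by the gene's length was a whole multiple of 1 step in 100% of the values of each column, so that whole reads could be recovered. The recovered reads summed to 16746085 in WT, 16400328 in PS19 and 17109734 in PS19 Zbp1+/-. The library sizes implied by the steps were 17253479, 17287957 and 15826984 reads. They equal the median-of-ratios size factors of the recovered reads (1.03, 1.03 and 0.945) times the geometric mean of the totals, so the deposited FPKM values already carry a size-factor scaling. Gene positions matched GENCODE release M21 (GRCm38) for 98.3% of 54495 gene IDs found there, and positions are given as the table holds them. Every sample column of the table was used.

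The measure was the difference of log2(FPKM + 1) between 2 libraries, over protein-coding genes with an FPKM of at least 1 in either library. A gene counted as higher or lower at a difference of at least 1 log2 unit, that is 2-fold on that scale. With 1 library per genotype no p-value across genes was computed. The 15 gene lists hold 279 genes (interferon response, antigen presentation, disease-associated microglia, homeostatic microglia, complement, reactive astrocyte, cell death, synapse and neuron, myelin, mitochondrial genome, choroid plexus, blood, immediate early, thalamus and striatum, sex chromosomes). For each list with at least 5 genes to test, the median difference was placed among 10000 random lists of the same size, drawn from 10 bins of mean log2(FPKM + 1) over the 3 libraries. Lists outside the central 95% are described as above or below the random range. The percentile describes these libraries and is not a test of the genotypes. Clec7a and Mx2 are members of 2 lists whose biotype in the table is polymorphic pseudogene, so they did not enter the medians.

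Read ratios between 2 libraries were computed per implied library size with exact (Clopper-Pearson) 95% intervals. Such a ratio compares the libraries and not the conditions, and its interval covers counting error only, since reads without molecular identifiers are not independent molecules. Where a library had 3 reads or fewer, the ratio was taken against 3 reads and is a bound. Genes with 1 library apart were counted for each library in turn. The correlation of the 2 comparisons that share PS19 was set against 3 simulated unchanged libraries, with Poisson counting error and 0%, 10%, 20% or 40% extra variation.

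The genes named were fixed by rule: Zbp1, Mapt and Prnp; in each comparison the 5 genes with the largest increase and the 5 with the largest decrease; the 5 genes with the largest smaller gap among those with PS19 above, or below, both other libraries; in each list outside the random range up to 3 genes with the largest difference in the direction of its median; Ripk1, Ripk3, Mlkl, Casp8 and Adar; and the sex chromosome genes. Genes named only in the closing section were chosen after their values were seen.

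The alternatives tried were pseudocounts of 0.1 and 0.5, no filter on low values, a mean FPKM of at least 5, at least 50 reads over both libraries, scaling by the median ratio, rescaling each library to the same sum (TPM), all genes in place of protein-coding genes, thresholds of 1.5-fold and 4-fold, 25 bins for the random lists, the mean in place of the median, and each list without its most changed gene. After the data had been seen, 3 more were added: read ratios with reads set to at least 3, scaling by total reads, and a correction that subtracts the median of genes in the same of 10 bins of GC content and 5 bins of length. GC content came from the longest GENCODE M21 transcript of each gene, known for 99.9% of the genes tested. Near-identical copies were sought among those transcripts with BLAST 2.17.0, at 90% identity or more.

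The procedure was tested on simulated data. Reads were recovered exactly for 100% of 54532 simulated genes. All 200 genes given a known change were called in the right direction, that is 100%, and 5 of 12215 unchanged genes were called. The changes set were well above the 2-fold threshold, in genes with a mean FPKM of at least 5 and with counting error only. The 100% therefore does not cover changes near the threshold or weakly expressed genes. Of 200 unchanged random lists 4.5% fell outside the central 95%, and of 200 lists shifted by 0.5 log2 units 100% were found above it. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.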

Results

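RNA was sequenced from the hippocampus of 10-month-old mice of 3 genotypes on a C57BL/6 background: wild type (WT), PS19, and PS19 with one Zbp1 allele lost (PS19 Zbp1+/-). PS19 mice carry a human tau transgene driven by the mouse Prnp promoter and are used as a model of tau pathology. Zbp1 encodes a sensor of nucleic acids in the left-handed Z form. The design asks how the PS19 hippocampus differs from WT and how that difference changes when Zbp1 dosage is lowered. Each genotype was represented by 1 library, so no difference below has a replicate check. All values describe these 3 libraries, and the intervals given cover counting error only. Whole reads recovered from the FPKM values summed to 16746085 in WT, 16400328 in PS19 and 17109734 in PS19 Zbp1+/-. Protein-coding genes at an FPKM of at least 1 numbered 12117, 12512 and 11858 in the same order.

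Zbp1, the targeted gene (ENSMUSG00000027514; GRCm38 chromosome 2, 173206612 to 173218923, minus strand), had an FPKM of 0.0821 in WT from 5 reads, 1.49 in PS19 from 91 reads, and 0 in PS19 Zbp1+/- from 0 reads. The PS19 library was 18.2-fold above WT in reads per library size, with an exact (Clopper-Pearson) 95% interval of 7.5 to 57.3. The PS19 Zbp1+/- library was at least 27.8-fold lower than PS19. A count of 0 there allows an FPKM of up to 0.0537 by counting error. One intact allele induced as in PS19 would have left reads, so the 0 reads run against the heterozygous label if that induction is assumed. One allele near the WT level of 5 reads would leave few or none, so the reads do not settle the genotype. Whether WT and PS19 Zbp1+/- differed in Zbp1 was not detectable at this depth. On the log2(FPKM + 1) scale, which understates changes of weakly expressed genes, Zbp1 differed by 1.20 between PS19 and WT and by -1.32 between PS19 Zbp1+/- and PS19. Of the scalings tried on this gene, TPM moved these more, to 2.41 and -2.78.

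Mouse Mapt was level, at FPKM values of 63 in WT, 65.1 in PS19 and 65.3 in PS19 Zbp1+/-. The human transgene was not analysed here, so its level in PS19 and PS19 Zbp1+/- was not compared. Prnp, whose promoter drives the transgene, had FPKM values of 405, 659 and 512 in the same order. Its read ratio was 1.63 for PS19 over WT (95% interval 1.59 to 1.66) and 0.776 for PS19 Zbp1+/- over PS19 (0.762 to 0.791).

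The labels do not give the sex of the animals. Xist, the X inactivation transcript, had 11062 reads in WT, 13350 in PS19 and 0 in PS19 Zbp1+/-. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 711, 495, 413 and 268 reads in PS19 Zbp1+/- and 0 reads in both other libraries. Tsix, antisense to Xist, had 8, 10 and 0 reads in WT, PS19 and PS19 Zbp1+/-. Both comparisons of PS19 Zbp1+/- are therefore also comparisons between a library with Y-linked reads and a library with Xist reads.

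The 3 libraries also differed in the weakly expressed genes. PS19 Zbp1+/- held reads for 21408 genes, against 24741 in WT and 25397 in PS19, and 882 of its genes had a single read, against 2467 and 2465. Of 357 genes with 8 to 12 reads in both WT and PS19, 57 had no read in PS19 Zbp1+/-, or 16% (exact 95% interval 12.3% to 20.2%). The matching share was 0.410% for PS19 (0.0104% to 2.26%, of 244 genes) and 2.14% for WT (0.697% to 4.92%, of 234 genes). A low count in PS19 Zbp1+/- is therefore less certain than its counting interval states.

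Between PS19 and WT, 12703 protein-coding genes reached an FPKM of 1 in either library. Of these, 280 genes were at least 2-fold higher in PS19 and 37 were at least 2-fold lower, on the log2(FPKM + 1) scale. The alternative that moved these counts most was a threshold of 2 log2 units, which left 37 higher and 2 lower genes. The largest increase was that of Cd74 (chromosome 18, 60803848 to 60812646), which rose by 3.75 log2 units from an FPKM of 8.39 to 125. C4b (chromosome 17, 34728380 to 34743882) followed with 3.47, from 1082 to 13037 reads, then Cst7 with 3.19, Lag3 with 3.07 and Gfap with 2.95. Gfap (chromosome 11, 102887336 to 102900912) had 7159 reads in WT and 55995 in PS19, a ratio of 7.81 (95% interval 7.62 to 8.0). The 5 largest decreases were those of Lbhd2 at -2.73, Gapdh at -2.46, Pcna-ps2 at -1.96, Gstp2 at -1.90 and Gm10563 at -1.78. Gapdh, Pcna-ps2 and Gstp2 belong to families of near-identical copies, and C4b has a close paralog, so the split of reads among copies is uncertain. Lbhd2 had 72 reads in WT and 1 in PS19, at least 24-fold lower, and Gm10563 had 10 reads in WT and none in PS19.

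Of the 15 gene lists fixed before the data were examined, 13 had at least 5 genes to test in each comparison. Between PS19 and WT, 7 list medians lay above the central 95% of 10000 random lists of like-expressed genes, 2 lay below it and 4 inside it. The complement list had the highest median, 1.87 over 12 genes, against a random range of -0.20 to 0.24. Interferon response genes followed at 1.33 over 42 genes, all of them higher in PS19, and disease-associated microglia genes at 1.31 over 23 genes, again all higher. Antigen presentation genes had a median of 1.06, reactive astrocyte genes of 1.01, myelin genes of 0.78 and homeostatic microglia genes of 0.64. The alternative that moved a list most set reads to at least 3 and took read ratios, under which the reactive astrocyte median was 2.09 and the interferon median 1.95. The cell death list was inside the random range at 0.29, as were the synapse and neuron list at -0.11, the mitochondrial genome at -0.21 and the thalamus and striatum list at 0.04. Rescaling to TPM turned the synapse and neuron median to 0.013 and put the cell death median, 0.59, above the range. The thalamus and striatum median turned to -0.048 without its most changed gene. The choroid plexus list at -0.26 and the immediate early list at -0.39 lay below the range. All 13 immediate early genes were lower in PS19, led by Egr4 at -0.64, Egr3 at -0.51 and Junb at -0.50.

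Within the lists above the range, Ifit3 rose by 2.92 log2 units (92 to 897 reads), Ifit3b by 2.40 and Ifit1 by 2.39. H2-Aa rose by 2.62 and H2-Ab1 by 2.34, Itgax by 2.82 (14 to 602 reads) and Ccl6 by 2.76, and C3 by 2.40 (73 to 768 reads) and Itgb2 by 2.21. Serpina3n rose by 2.79 and Aspg by 2.43. The homeostatic microglia genes Fcrls and Cx3cr1 rose by 2.56 and 2.18. Mbp, with 39418 reads in WT and 70246 in PS19, had a ratio of 1.78 (95% interval 1.76 to 1.80). Ifit3 and Ifit3b are near-identical neighbours on chromosome 19 and may share reads.

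**Figure D1:**
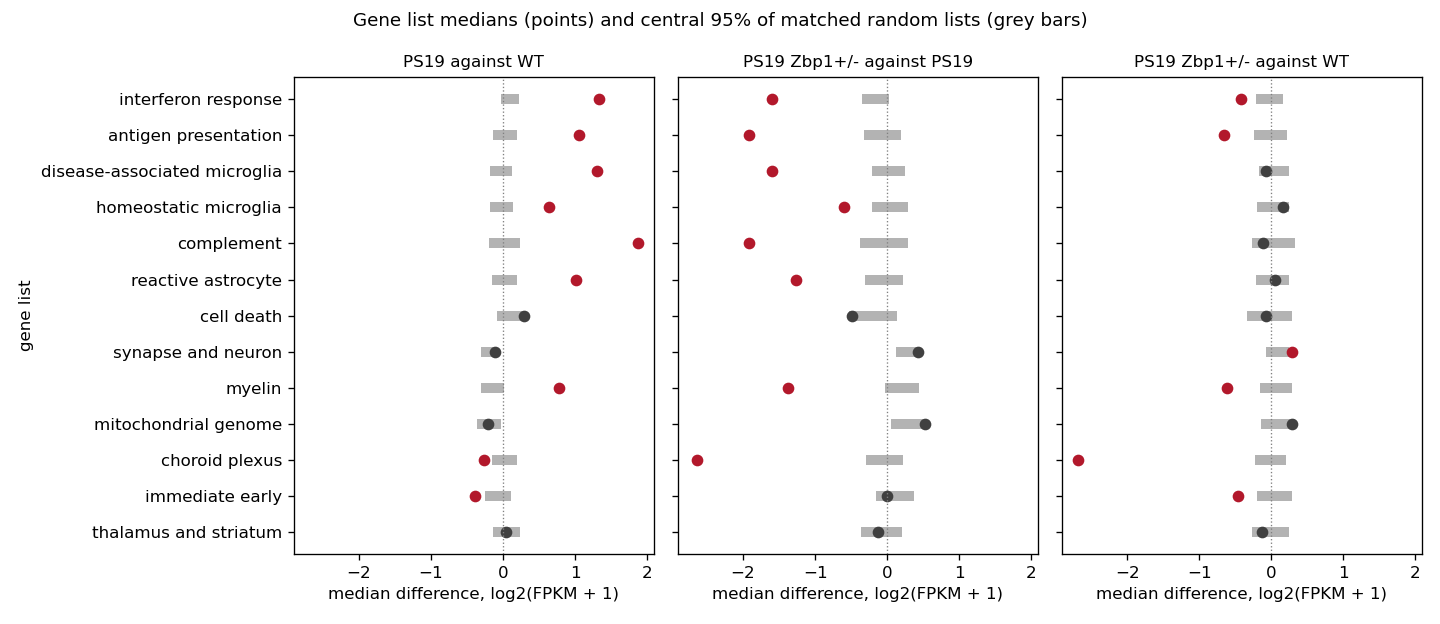
Each point is the median difference in log2(FPKM + 1) of a fixed gene list (rows) in 1 of 3 comparisons of single libraries (panels), the grey bar is the central 95% of 10000 random lists matched on expression, and red points lie outside it. Between PS19 and WT 7 lists lie above their bars, against PS19 the PS19 Zbp1+/- library has 8 lists below them, and against WT the microglia, complement and reactive astrocyte lists lie inside.

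Between PS19 Zbp1+/- and PS19, 12772 genes entered, and 255 were at least 2-fold higher and 659 at least 2-fold lower in PS19 Zbp1+/-. The share of higher genes among these was 27.9%. It was 11.1% after rescaling to TPM and 14.7% after scaling by total reads, because these scalings moved the median of all genes from 0.04 to -0.23 and -0.12. The largest decrease was that of Ttr (chromosome 18, 20665250 to 20674324), a choroid plexus transcript, which dropped by 7.84 log2 units from 38820 to 136 reads. Cd74 was at -6.24, 1500015O10Rik at -4.34, H2-Aa at -4.18 and H2-Eb1 at -4.10. H2-Aa went from 553 reads to 0, at least 169-fold lower. The largest increases were those of the Y-linked Ddx3y at 3.27 and Eif2s3y at 3.09, then Dio3 at 2.67 (42 to 418 reads), Grp at 2.36 (116 to 614 reads) and Gm8186 at 2.32 (13 to 84 reads).

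In this comparison 8 of the 13 list medians lay below the random range, 5 inside and 0 above. The choroid plexus list was lowest at -2.63, with all 17 genes lower. Complement and antigen presentation genes both had a median of -1.92, disease-associated microglia genes -1.60, interferon response genes -1.59, myelin genes -1.38, reactive astrocyte genes -1.26 and homeostatic microglia genes -0.59. All 42 interferon response genes and all 15 myelin genes were lower. With reads set to at least 3, the interferon median was -2.79 and the choroid plexus median -5.21. The synapse and neuron list at 0.43, the mitochondrial genome at 0.52, the cell death list at -0.49, the immediate early list at -0.01 and the thalamus and striatum list at -0.12 were inside the range. Among single genes, Ifit3 was at -3.38, Ifit1 at -3.12 and Ifi27l2a at -2.96. C3 was at -3.09, C4b at -2.89, Serping1 at -2.58, Lyz2 and Cst7 at -3.96 each, and Itgax at -2.95. Gfap was at -2.76 (55995 to 7509 reads), Vim at -2.71 and Serpina3n at -2.50. Gpr34 was at -1.52 and Csf1r at -1.05. Cldn11 was at -1.74 and Mal at -1.48. Clic6 and Kcnj13 of the choroid plexus list were at -3.59 and -3.57.

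Between PS19 Zbp1+/- and WT, 133 of 12436 genes were at least 2-fold higher and 283 at least 2-fold lower. The higher share was 32%, against 19% after rescaling to TPM and 17.3% after scaling by total reads. Ttr was at -8.56 log2 units, 1500015O10Rik at -4.94, Rps2 at -4.38, Enpp2 at -4.17 and Folr1 at -4.01. Gm21887 rose by 3.72, Hmga1b by 3.62, Ddx3y by 3.27, Eif2s3y by 3.09 and Gm47283 by 2.57. Rps2 and Hmga1b each have near-identical copies, and Gm21887 and Gm47283 lie at the ends of the X and Y chromosomes, so reads of these 4 genes may be split between copies. The disease-associated microglia list at -0.07, the homeostatic microglia list at 0.16, the complement list at -0.11, the reactive astrocyte list at 0.05 and the cell death list at -0.07 were inside the random range. The reactive astrocyte median turned negative under 5 alternatives, down to -0.11. The complement median turned to 0.060 under 2 alternatives and the cell death median to 0.023 after correction for GC content and length. Interferon response genes (-0.42), antigen presentation genes (-0.66), myelin genes (-0.62), immediate early genes (-0.46) and choroid plexus genes (-2.68) were below the range. Within these lists Xaf1 was at -1.25, Lgals3bp at -1.16, Bst2 at -1.02, H2-K1 at -1.76, Ermn at -0.83, Gjc3 at -0.72, Npas4 at -1.09, Fos at -0.96 and Btg2 at -0.58. The synapse and neuron list at 0.29 was above the range, led by Shank1 at 1.30, Shank3 at 0.85 and Slc17a7 at 0.85. Its median was 0.17, inside the range, after correction for GC content and length. The mitochondrial genome at 0.30 and the thalamus and striatum list at -0.13 were inside.

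**Figure D2:**
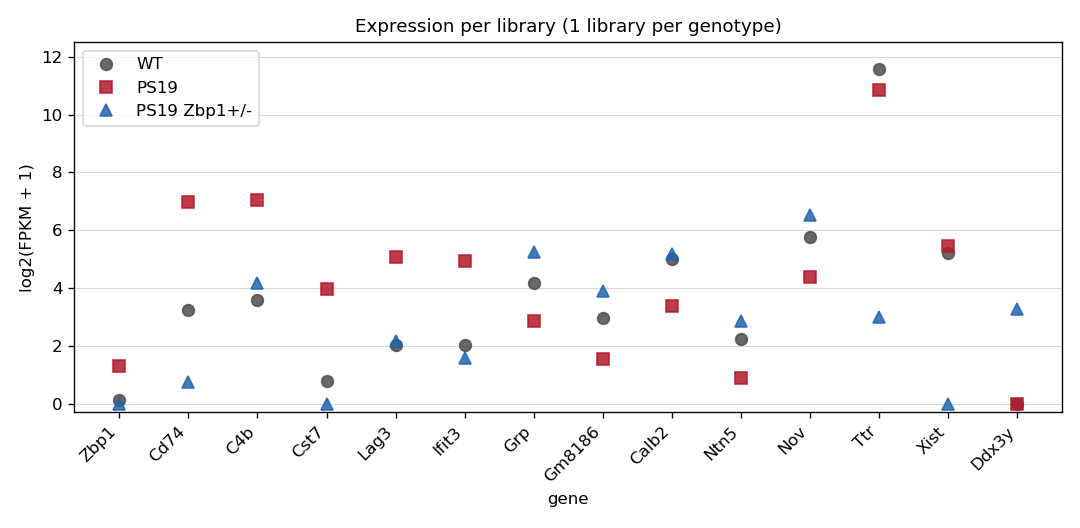
Expression as log2(FPKM + 1) on the vertical axis in each of the 3 libraries (1 point per library) for Zbp1, for the genes with PS19 furthest above (Cd74 to Ifit3) and furthest below (Grp to Nov) both other libraries, and for Ttr, Xist and Ddx3y. Ttr falls from FPKM 3036 in WT and 1842 in PS19 to 7.05 in PS19 Zbp1+/-, which also lacks Xist and holds Ddx3y.

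PS19 enters both comparisons that address the effect of Zbp1 dosage, so chance alone sets their differences against each other. Across 12875 genes, PS19 minus WT and PS19 Zbp1+/- minus PS19 were correlated at a Pearson r of -0.60 and a Spearman rho of -0.53. In 3 simulated unchanged libraries r was -0.46 with counting error alone and -0.51 with 40% extra variation per library. Genes are not independent replicates, and no p-value is given. With a mean FPKM of at least 5, r was -0.55, and over genes of every biotype it was -0.51.

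PS19 was at least 2-fold above both other libraries for 224 genes and below both for 18. WT stood above both others for 14 genes and below for 8. PS19 Zbp1+/- stood above both others for 80 genes and below for 199. Simulated unchanged libraries gave 0 genes with PS19 above both and 1 below with counting error alone, 1 above and 5 below with 20% extra variation, and 258 above and 331 below with 40%. The 40% level also gave 237 genes with WT above both others and 337 below, far more than the 14 and 8 observed. Of the 280 genes higher in PS19 than in WT, 224 were at least 2-fold lower in PS19 Zbp1+/- than in PS19, and 275 were lower by any amount. In PS19 Zbp1+/-, 258 of the 280 genes lay within 2-fold of WT, 14 lay at least 2-fold below WT and 8 stayed at least 2-fold above it. On the log2(FPKM + 1) scale a gene with an FPKM below 1 in WT cannot lie 2-fold below WT. Ifit1, for example, counts as within 2-fold at 39 reads in WT and 5 in PS19 Zbp1+/-. How many of the 258 genes this limit covers was not counted, so the 258 do not measure a return to the WT level. Of the 37 genes lower in PS19 than in WT, 18 were at least 2-fold higher in PS19 Zbp1+/- than in PS19.

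The genes with PS19 furthest above both others were Cd74, Cst7, Ifit3, Lag3 and C4b. Lag3 had 111, 1200 and 116 reads in WT, PS19 and PS19 Zbp1+/-, and C4b had 1082, 13037 and 1530. Cst7 had 12, 248 and 0 reads, and Cd74 had 3052 in PS19 and 15 in PS19 Zbp1+/-. The genes with PS19 furthest below both others were Calb2, Gm8186, Ntn5, Nov and Grp. Calb2 (chromosome 8, 110137502 to 110168210) had 937, 286 and 960 reads, Nov had 2626, 983 and 4128, and Ntn5 had 144, 32 and 222.

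**Figure D3:**
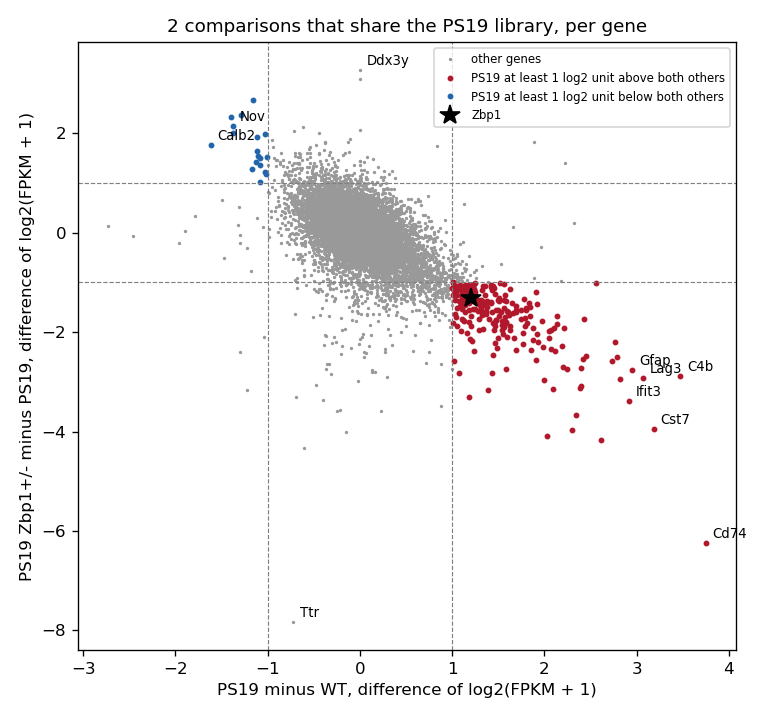
Each point is 1 of 12875 protein-coding genes, with the difference in log2(FPKM + 1) between PS19 and WT on the horizontal axis and between PS19 Zbp1+/- and PS19 on the vertical axis, and dashed lines at 1 log2 unit either way. Red points are the 224 genes with PS19 above both other libraries, blue points the 18 with PS19 below both, and the star is Zbp1.

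Of the Zbp1 pathway genes, Casp8 had 42, 114 and 18 reads in WT, PS19 and PS19 Zbp1+/-, a ratio of 2.71 for PS19 over WT (95% interval 1.89 to 3.96) and 0.172 for PS19 Zbp1+/- over PS19 (0.0987 to 0.285). Ripk1 had 94, 148 and 59 reads, with ratios of 1.57 (1.21 to 2.06) and 0.435 (0.316 to 0.593). Ripk3 had 7, 19 and 2 reads, with a ratio of 2.71 for PS19 over WT (1.09 to 7.63). Mlkl had 3, 7 and 0 reads, and its difference between PS19 and WT was not detectable at this depth. Adar had 2042, 2462 and 2810 reads, with ratios of 1.20 (1.13 to 1.28) and 1.25 (1.18 to 1.32).

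The blood list, with 4 genes to test, is given gene by gene. Hba-a1 had 103, 94 and 22 reads in WT, PS19 and PS19 Zbp1+/-, Hbb-bs 112, 83 and 9, Hba-a2 17, 12 and 6, and Hbb-bt 17, 21 and 2. The other 4 genes of that list had 14 reads or fewer in each library.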

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

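The tests of a chromosome 17 haplotype, of MHC class II reads and of immune cell markers in this part were chosen after the results they bear on had been seen. Genes outside the protein-coding set entered no count or list median above, apart from the alternative over all genes. Of these, 15 genes had at least 50 reads in PS19 or PS19 Zbp1+/- and lay at least 8-fold above the WT level, which gave 20 results.

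The first group is of pseudogenes that are near-identical to a gene annotated as protein-coding. For the copies of Atp6v0c and Rps2, that gene lost reads as the copy gained them. Atp6v0c-ps2 (chromosome 6, 37806086 to 37806550) had 42 reads in WT, 1785 in PS19 and 5524 in PS19 Zbp1+/-, 42.4-fold and 143-fold above WT. Its parent Atp6v0c (chromosome 17, 24163866 to 24169702) went from 2629 to 1253 and 227 reads, so the parent's share of the family fell from 98.4% to 41.2% and 3.95%. Rps2-ps10 (chromosome 18, 61259008 to 61259972) was 32.8-fold above WT in PS19 and 103-fold in PS19 Zbp1+/-, and Gm6311, another Rps2 copy, was at least 47.2-fold above WT in PS19 Zbp1+/- (3, 47 and 130 reads). The share of Rps2 (chromosome 17, 24718116 to 24721929) in its family was 92.5% in WT, 50% in PS19 and 3.14% in PS19 Zbp1+/-. Gm13443 (7, 218 and 210 reads) was 31.1-fold and 32.7-fold above WT, and its parent Glo1 (chromosome 17, 30592866 to 30612659) had 1578, 2162 and 1622, so it lost none. Rbpj-ps3 was 13.4-fold above WT in PS19 Zbp1+/- (7, 11 and 86 reads), and Ftl2-ps at least 126-fold (1, 6 and 347 reads). The parent of the former, Rbpj, had 444, 594 and 139 reads, while the closest match of the latter, Ftl1-ps1, had 30, 39 and 23.

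A change in how reads were assigned throughout a library was tested over 149 families with at least 200 reads in each library. Only 9 of them, or 6.04%, had a parent share that moved by 20 percentage points or more, which argues against it. What stays open is a haplotype other than the reference in the PS19 animals. Such a haplotype could carry bases that match the pseudogene better than the reference parent, and an intermediate share in PS19 would then be that of a heterozygote. Of the 5 moved families whose parent share fell from WT through PS19 to PS19 Zbp1+/-, 2 have their parent at 20 to 40 Mb of chromosome 17, against 6 of all 149 families (Fisher's exact test, two-sided, p = 0.0129). The region was picked from these genes, so that the p-value has no weight of its own. Of the 6 copies named above that have a matched parent, 4 have it in this region, for 3 of 5 different parents. In 2 of the 9 moved families the parent share was lowest in WT: Rps3a1 on chromosome 3 (18.4% in WT, 99.0% in PS19 and 99.0% in PS19 Zbp1+/-) and Psmb5 on chromosome 14 (71.4%, 98.3% and 97.4%). The chromosome 17 region alone would not cover the pattern. A grouping of the copies by their own position was not tested. Atp6v0c-ps2 and Rbpj-ps3 start at 37806086 and 46529354 of chromosome 6. Gm9825 and Gm26809, named below, start at 7982541 and 18844220 of it. Each of these rose from WT through PS19 to PS19 Zbp1+/-. The other copies with a matched parent lie on chromosomes 2, 4, 13 and 18. The haplotype cannot be told apart from other sequence differences here, because the table holds no reads to inspect. The reads of the whole Atp6v0c family were 2671, 3038 and 5751 in WT, PS19 and PS19 Zbp1+/-, and those of the Rps2 family 4925, 3886 and 5504. A moved split alone would keep these sums, so it does not cover the higher Atp6v0c sum in PS19 Zbp1+/-, for which no explanation was tested.

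H2-Ea-ps (chromosome 17, 34342933 to 34344643), an MHC class II gene listed as an unprocessed pseudogene, had 0, 85 and 0 reads in WT, PS19 and PS19 Zbp1+/-, at least 28.3-fold above WT. Higher class II expression in general was tested with the 3 other class II genes H2-Aa, H2-Ab1 and H2-Eb1, which had 180, 1253 and 2 reads. At the PS19 proportion 12.2 reads were due in WT and 0 were found (Fisher's exact test on the reads of these 2 libraries, two-sided, p = 3.45e-05). The p-value covers counting error only and treats reads as independent molecules, and the gene was picked for its 0 reads in WT, so higher class II expression in general cannot be told apart by this test. The 2 class II reads in PS19 Zbp1+/- leave that library uninformative. A hypothesis that stays open is that the PS19 animal carried a haplotype of this region in which the gene is transcribed. The 50% share of Rps2 in PS19, against 92.5% in WT, was seen before the hypothesis was made, so it does not decide it, and the haplotype cannot be told apart without reads to inspect.

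Igkc had 16, 314 and 4 reads and was 19.6-fold above WT in PS19, and Igkv8-24 had 0, 51 and 0 reads, at least 17-fold above WT. These are immunoglobulin light chain genes on chromosome 6. Among 12 B cell markers, 5 were above 3 reads in PS19 and higher than in WT, led by Cd22 (1, 90 and 1 reads) and Jchain (18, 48 and 20 reads), while Ms4a1 had 0 reads in each library and Cd79a had 6, 1 and 12. Cd22 is not restricted to B cells in brain tissue. In WT, 5 of these 12 genes had more than 3 reads. The counts are too few to say whether B cells or plasma cells were the source. Among 14 T cell markers, 11 were above 3 reads in PS19 and higher than in WT, such as Cd8a (7, 18 and 0 reads), Nkg7 (3, 13 and 0) and Cd3d (0, 9 and 0), which would suit a small lymphocyte infiltrate as a hypothesis. Others of the 11 differ from WT by few reads, such as Trbc2 (3, 4 and 0 reads), Cd3g (3, 5 and 0) and Cd8b1 (3, 5 and 0). These counts are also too few to show an infiltrate. Lck (25, 50 and 53 reads), Trac (3, 12 and 20) and Cd4 (5, 10 and 17) are among the 11 and were no lower in PS19 Zbp1+/- than in PS19, so the markers do not move together. In WT, 4 of these 14 genes had more than 3 reads. These marker counts replaced sums over the lists once the sums had been seen to rest on Cd22 and Lck. Blood in the tissue was tested with the red cell genes, whose reads per library size in PS19 were 0.840 of those in WT, and the values argue against it. Cells from vessels other than red cells stay open.

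Clec7a (1, 428 and 4 reads) was at least 142-fold above WT in PS19, and Mx2 (12, 134 and 2 reads) was 11.1-fold above it. Both belong to lists of the report and were left out of the medians only by the polymorphic pseudogene class of the annotation, so their rise goes with the disease-associated microglia and interferon response lists and has no test of its own. Mx2 shares sequence with Mx1.

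The other results have no matched protein-coding parent, and no explanation was tested for them. Gm9825 (14, 250 and 639 reads) was 17.8-fold and 49.8-fold above WT in PS19 and PS19 Zbp1+/-. The lincRNA Gm26809 (0 reads in WT and 99 in PS19) was at least 32.9-fold and at least 43.2-fold above WT. In PS19 Zbp1+/- alone, Tmem181c-ps (chromosome 17, 6613753 to 6639790; 7, 33 and 499 reads) was 77.7-fold above WT, and the lincRNA AC166110.4 (chromosome 17, 13330748 to 13333842; 1, 3 and 62 reads) at least 22.5-fold. No biological explanation was tested for these either.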

How the results depend on the processing

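The read ratios with at least 3 reads, the scaling by total reads and the correction for GC content and length were chosen after the data had been seen. No paired analysis was possible because each group has 1 library. Over all alternatives, 468 list medians kept their direction and their side of the random range, 24 moved outside it, 1 moved inside and 11 changed sign. Of the counts of genes, 60 stayed within 1.5 times the reported value and 72 did not. The filter of 50 reads, run on the counts of higher and lower genes only, moved none by 1.5 times. The 25 bins, run on the lists only, moved none across its range. Scaling by the median ratio left all results nearly the same by construction, because the deposited values already carry that scaling. For the changes below, the cause was not tested, except that a looser or stricter threshold, filter or pseudocount changes by construction how many genes can pass. Counts for the comparisons are given in the order PS19 against WT, PS19 Zbp1+/- against PS19 and PS19 Zbp1+/- against WT.

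A pseudocount of 0.1 gave 541, 430 and 290 higher genes (280, 255 and 133 as reported) and 101, 1184 and 543 lower genes (37, 659 and 283 as reported). WT then stood above both others for 36 genes and below for 52, PS19 for 432 and 59, and PS19 Zbp1+/- for 164 and 533. A pseudocount of 0.5 gave 15 genes with WT below both others and 322 with PS19 Zbp1+/- below. A mean FPKM of at least 5 left 82 higher genes in PS19 and 81 higher than WT in PS19 Zbp1+/-, with 20, 234 and 103 lower genes in the 3 comparisons. WT then stood above both others for 5 genes, PS19 for 65 and PS19 Zbp1+/- for 49, with PS19 Zbp1+/- below for 77. Over genes of every biotype there were 514, 528 and 422 higher and 176, 1041 and 588 lower genes. WT stood above for 114 and below for 64, PS19 for 373 and 43, and PS19 Zbp1+/- for 256 and 332.

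A threshold of 1.5-fold gave 806, 1197 and 834 higher and 344, 1544 and 886 lower genes. WT stood above for 85 and below for 73, PS19 for 613 and 165, and PS19 Zbp1+/- for 534 and 621. A threshold of 2 log2 units gave 37, 10 and 7 higher and 2, 104 and 53 lower genes. WT stood above for 2 and below for 2, PS19 for 26 and 0, and PS19 Zbp1+/- for 3 and 44.

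Rescaling to TPM gave 582 higher and 60 lower genes in PS19 against WT, and 1495 and 626 lower genes in the comparisons of PS19 Zbp1+/-. WT stood above for 26 and below for 21, PS19 above for 492 and PS19 Zbp1+/- below for 561. This rescaling moved the median of all genes from -0.03 to 0.09, from 0.04 to -0.23 and from 0.01 to -0.14. Scaling by total reads moved it to 0.00, -0.12 and -0.12, and gave 147 and 78 higher genes in the comparisons of PS19 Zbp1+/-, and 46 with PS19 Zbp1+/- above both. The percentiles among random lists already take such a shift out. Under the correction for GC content and length there were 23 lower genes in PS19 against WT and 158 higher genes in PS19 Zbp1+/- against PS19. The correlation of the 2 comparisons was -0.55 at a mean FPKM of at least 5 and -0.51 over all genes, against -0.60.

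The cell death list was the least settled. In PS19 against WT its median of 0.29 was inside the random range, but it lay above the range at 0.58 with a pseudocount of 0.1, 0.40 with 0.5, 0.25 without a filter, 0.59 as TPM, 0.65 with at least 3 reads and 0.40 after the GC and length correction. In PS19 Zbp1+/- against PS19 its -0.49 was inside, but it lay below the range at -1.01 with a pseudocount of 0.1, -0.36 without a filter, -1.04 as TPM, -1.05 with at least 3 reads and -0.56 as a mean. In the same comparison the synapse and neuron list moved above the range at 0.43 both without a filter and as a mean, and at 0.37 after the GC and length correction. The mitochondrial genome moved above it at 0.52 without a filter, 0.59 both at a mean FPKM of at least 5 and without its most changed gene, and 0.76 after the correction. The immediate early list fell below it at -0.21 after the correction, and the thalamus and striatum list at -0.51 as a mean.

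In PS19 Zbp1+/- against WT the correction put the synapse and neuron median inside the range at 0.17 and the mitochondrial genome above it at 0.69. The thalamus and striatum list fell below the range at -0.47 with a mean FPKM of at least 5. As means, the disease-associated microglia list fell below at -0.32 and the homeostatic microglia list rose above at 0.26.

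Changes of sign fell on values near 0. In PS19 against WT the synapse and neuron median was 0.013 as TPM, and the thalamus and striatum median was -0.048 both at a mean FPKM of at least 5 and without its most changed gene. In PS19 Zbp1+/- against WT the reactive astrocyte median was -0.11 as TPM, -0.062 by total reads, -0.037 after the correction, -0.081 without a filter and -0.085 as a mean. The complement median was 0.060 both at a mean FPKM of at least 5 and without its most changed gene, and the cell death median was 0.023 after the correction. Mapt was -0.28 in PS19 Zbp1+/- against PS19 and -0.11 against WT as TPM.

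The interferon response, antigen presentation, disease-associated microglia, homeostatic microglia, complement, reactive astrocyte and myelin lists kept their side of the random range in PS19 against WT and in PS19 Zbp1+/- against PS19 under all these alternatives. Their medians reached from 0.27 (reactive astrocyte) to 2.22 (complement) in the former. Few reads limit what can be said of Zbp1, Ripk3 and Mlkl, and of the genes at 0 in PS19 Zbp1+/-.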

Other observations

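The tests in this part were chosen after the results had been seen. The exceptions are those of shared copies, of counting error, of lower depth, of the choroid plexus genes with few reads and of the hippocampal subfields.

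The rise of immune and glial lists in PS19 over WT was set against technical explanations. More choroid plexus in the PS19 dissection would raise the choroid plexus list, which was lower at -0.26. Blood would raise the red cell reads, which were at 0.840 of WT. A sex difference would need Y-linked reads in 1 of the 2 libraries, and both together had 0. After correction for GC content and length, all 6 of the 6 immune and glial lists stayed above the random range, although the difference between PS19 and WT did trend with length across genes (Spearman rho 0.32). A lower share of neurons would raise the markers of every other cell type alike, but the endothelium list stayed level at 0.053 over 12 genes (random range -0.18 to 0.19) while the complement list reached 1.87. Reads shared between copies are argued against for the interferon list, since its 26 members with no near-identical gene had a median of 1.29 (random range -0.06 to 0.23). More microglia of an unchanged state would raise all homeostatic microglia genes by 1 factor. The standard deviation of the log2 read ratios over the 14 genes of that list was 0.92, and 0.94 after correction for GC content and length, above the random range of 0.20 to 0.80 from 10000 lists of like-expressed genes. P2ry12 went from 490 to 444 reads and Cx3cr1 from 317 to 1718. This argues against unchanged microglia as the whole cause, while a changed state and other myeloid cells stay open. An earlier test, a two-sided permutation of genes between the disease-associated and homeostatic lists (100000 permutations), did not decide this, with medians 0.66 apart and p = 0.0828. Variation between single animals stays open for every difference in these libraries.

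The fall of the same lists in PS19 Zbp1+/- is confounded with sex and with tissue content. The microglia, complement and reactive astrocyte lists, 4 of 4, were inside the random range between PS19 Zbp1+/- and WT, with complement at -0.11. This does not separate the explanations, because PS19 Zbp1+/- carries the transgene and WT does not. A rise with the transgene, 1.87 for complement between PS19 and WT, and a fall of like size from a sex difference in every genotype would also leave these lists level with WT. Such a sex difference cannot be told apart from lower Zbp1 dosage. Missing choroid plexus tissue was tested with the WT library, since PS19 held no more of that tissue than WT. With the expression it has in WT, its loss takes away no more than the whole WT level of a gene. The median fall went beyond that bound by -1.28 in the interferon response list (95% interval from 10000 bootstrap draws of genes, -1.63 to -0.88), -1.49 in antigen presentation (-1.87 to -0.54), -1.34 in disease-associated microglia (-1.71 to -0.45) and -1.58 in complement (-1.88 to -0.77). The intervals cover only the spread among the genes of a list, which are not independent, and not variation between animals. Within these libraries the medians argue against missing tissue with its WT expression as the whole cause for these 4 lists. It cannot be told apart for the reactive astrocyte list at -0.79 (-1.49 to 0.12) and the homeostatic microglia list at 0.41 (-0.56 to 1.61), whose intervals reach past 0. Choroid plexus with higher expression of these genes in PS19 than in WT is not covered by the bound and stays open, because that tissue was not measured alone. The smaller fall against WT in the interferon response list, at -0.42, and in antigen presentation may also come from the missing tissue, which cannot be told apart because it is confounded with the genotype. In antigen presentation 14 of 15 genes were lower, such as H2-K1 (711 reads in WT and 164 in PS19 Zbp1+/-) and H2-D1 (835 and 199). Tap1 was higher (94 and 142 reads). A haplotype other than the reference, raised above for H2-Ea-ps, was not tested for the other H2 genes and also stays open. A sex difference that appears only with the transgene also stays open: the 1887 Y-linked reads are all in PS19 Zbp1+/-, and no female PS19 Zbp1+/- or male PS19 library is in this design. Because the human transgene was not analysed, a different level of it in PS19 and PS19 Zbp1+/- stays open too. Lower Zbp1 dosage stays among the open explanations, untested against these, and the 0 reads of Zbp1 do not show whether 1 or both alleles were lost.

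A count of 224 genes with PS19 above both other libraries is beyond counting error, which gave 0 in simulated unchanged libraries. Extra variation of the same size in every library and independent between genes did not give this picture either. At 20% it gave 1 gene with PS19 above, and at 40% it gave 258 above and 331 below, with 237 above and 337 below for WT, where the data gave 14 and 8. PS19 Zbp1+/- stood above both others for 80 genes and below for 199, but it differs in sex and choroid plexus too, so these counts do not measure variation within a genotype. An animal in which many genes moved together, as with unusual glial activation, would give the same picture. With 1 library per genotype such variation between animals cannot be told apart from the genotype.

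The largest single difference of the table is not in an immune gene. Ttr had 63846 reads in WT, 38820 in PS19 and 136 in PS19 Zbp1+/-. All 17 of 17 choroid plexus genes were lower in PS19 Zbp1+/- than in both others, and the median against WT was -2.89 after correction for GC content and length, so a trend with those properties is argued against. The likely source is choroid plexus tissue that stayed on the WT and PS19 hippocampi and not on the other. Enpp2, Folr1 and 1500015O10Rik, which lead the decreases against WT, fell alongside. A change of choroid plexus itself was not tested.

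The PS19 Zbp1+/- library held few genes with few reads. Thinned to the same 16400328 reads, WT held 24683 genes, PS19 25397 and PS19 Zbp1+/- 21371, so lower depth is argued against. Of 3997 genes with 3 to 10 reads in WT, 1445 had none in PS19 Zbp1+/- and 472 none in PS19. Of the choroid plexus list, 0 genes were among those 1445, but its genes are too abundant in WT to decide whether other transcripts of that tissue were. A candidate explanation is that fewer distinct molecules stand behind its reads, as after stronger amplification of less RNA. A library thinned of molecules and then amplified loses single reads first. PS19 Zbp1+/- had 1.15 genes with 1 read for each gene with 2 reads, against 1.66 in WT, 1.62 in PS19 and 2.05 in WT thinned to 29.0% of its reads, which left 21443 genes. Different filtering of that library by the authors stays open. The same explanation is argued against for the fall of the immune and glial lists. Over 35 list genes with a mean of at least 500 reads, whose reads sample many molecules, the median against PS19 was -1.36, with 31 of 35 lower (random range 0.04 to 0.33). It does weaken each single zero, that of Zbp1 included.

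Myelin genes were higher in PS19 and lower in PS19 Zbp1+/- than in WT. After correction for GC content and length the medians were 0.75 and -0.51, both outside the random range, which argues against that trend. A different share of hippocampal subfields or of adjoining white matter in the dissections may contribute and cannot be told apart. The CA1 list was at -0.40 in PS19 against WT, below its range of -0.29 to 0.15, and at 0.59 in PS19 Zbp1+/- against PS19. CA3 genes were at 0.00 and -0.54 in the same comparisons and dentate granule genes at -0.15 and -0.46, so the subfields moved apart. Against WT, PS19 Zbp1+/- had CA1 genes at 0.13, CA3 genes at -0.35 and dentate granule genes at -0.66. All 8 CA1, 7 CA3 and 10 dentate granule genes had reads in every library. The endothelium list was at -0.18 in PS19 Zbp1+/- against PS19, inside its range. Loss of CA1 neurons in PS19 would give a lower CA1 list as well.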
